# RNA sequencing data for heat stress response in isolated *medicago truncatula* seed tissues

**DOI:** 10.1016/j.dib.2021.106726

**Published:** 2021-01-21

**Authors:** Zhijuan Chen, Benoit Ly Vu, Olivier Leprince, Jerome Verdier

**Keywords:** RNA sequencing, Seed maturation, Heat stress, Seed quality, Embryo, Endosperm, Seed coat

## Abstract

Legumes are important crop species as they produce highly nutritious seeds for human food and animal feed. In grain legumes, sub-optimal conditions affect seed developmental timing leading to impairment of seed quality traits acquired during seed maturation. To understand the molecular mechanisms of heat stress response in legume seeds, we analysed transcriptome changes of three seed tissues (i.e. em bryo, endosperm and seed coat) at four developmental stages, during seed maturation, from seed filling to mature dry seeds, collected under optimal and heat stress conditions in the model legume, *Medicago truncatula* (reference genotype A17). The total RNA sequencing generated a dataset of 48 samples, representing more than 57 Gb fastq raw data. Mapping, quantification and annotation of the data were based on fifth release of *Medicago truncatula* genome and provided expression profiles of 44,473 transcripts in seed tissues at different developmental stages and under optimal and stress conditions. Time-course and pairwise comparisons between optimal and stress conditions showed that 9182, 8315 and 3481 genes were differentially expressed due to heat stress in embryo, endosperm and seed coat respectively. Moreover, it highlighted a common set of 975 genes that were differentially expressed in all the seed tissues.

## Specifications Table

**Table:** 

Subject	Agricultural and Biological Sciences
Specific subject area	Omics: Transcriptomics Plant Science: Plant Physiology
Type of data	Tables Figures
How data were acquired	Total RNA samples were sent to BGI, Hong Kong, for library preparation. Libraries were constructed following a custom protocol from samples that passed quality controls (mass > 2 µg, concentration>80 ng/microl, OD260/280 ≅ 2.00, OD260/230 ≅ 2.20, RIN>6.5, 28S/18S<1.0, baseline smooth). After mRNA enrichment by rRNA depletion and oligo dT selection, RNA was fragmented and reverse transcribed to double-strand cDNA (dscDNA) by N6 random primer. The synthesized cDNA was subjected to end-repair and then was 3′ adenylated. Adaptors were ligated to the ends of these 3′ adenylated cDNA fragments. The ligation products were purified and many rounds of PCR amplification were performed to enrich the purified cDNA template using PCR primer, splint oligo and DNA ligase, followed by sequencing on BGISEQ-500 platform, generating an average 24 M reads of 50 bp per sample.
Data format	Filtered raw reads (FASTQ) Analysed RNA-seq data files (counts and DEG lists)
Parameters for data collection	Total RNAs were extracted from isolated embryo, endosperm and seed coat of four developmental stages of *Medicago truncatula* (A17) seeds that were harvested during maturation phase before and after acquisition of desiccation tolerance (respectively S1 and S2) and at the onset and after longevity acquisition (respectively S3 and S4) under standard temperature (20 °C day/ 18 °C night) and under high temperature (26 °C/24 °C).
Description of data collection	RNA-seq dataset was collected from single-end sequencing of cDNA libraries using BGISeq500 platform with 50 bp reads. Raw reads were filtered to remove adapters and low-quality reads, then mapped to *Medicago truncatula* reference transcriptome (version 5). Total mapped reads and number of transcripts (counts and TPM) were estimated using Salmon algorithm. Differential expressions of genes between standard and heat stress conditions were calculated using ImpulseDE2 and DEseq2 algorithms.
Data source location	Institution: Growth chambers from the Institut de Recherche en Horticulture et Semences, INRAE City: Beaucouzé Country: France
Data accessibility	Public Repository: Repository name: NCBI GEO Data identification number: GSE160725 Direct URL to data: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE160725

## Value of the Data

• These data represent valuable seed transcriptome dataset of heat stress in the model legume *Medicago truncatula* because it has been generated from isolated seed tissues (embryo, endosperm and seed coat) along the whole seed maturation.
• These data are useful resources for scientific communities working on seed and legume seed quality but also on plant stress biology to understand specific and common stress response pathways.
• These data provide new insights about molecular processes affected during heat stress in different seed tissues and candidate genes and molecular markers to predict seed quality in sub-optimal conditions.

## 1 Data Description

This manuscript presents a transcriptomic dataset obtained from dissected seed tissues (embryo, endosperm and seed coat) at four developmental stages of *Medicago truncatula* (A17) seeds during maturation phase [i.e. before and after desiccation tolerance (respectively S1 and S2) and at the onset and after longevity acquisition (respectively S3 and S4)] produced under standard temperature (20 °C day/ 18 °C night) and heat stress (26 °C/24 °C). 

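The 48 samples formed 20 groups of seed tissue, stage and temperature. Embryo had 3 replicates in each of 8 groups (4 stages under standard temperature and under heat stress), endosperm had 2 replicates in each of 8 groups, and seed coat had 2 replicates in each of 4 groups (S1 and S2 under both temperatures). Embryo and endosperm are products of fertilization, whereas the seed coat is maternal tissue. Stages S1, S2, S3 and S4 were sampled at 17, 26, 36 and 44 days after pollination (DAP) under standard temperature and at 14, 17, 22 and 28 DAP under heat stress, so that samples of one stage differed in age between the temperatures. For the nights, the paper gives 18 °C and 24 °C, while the sample labels give 19 °C and 14 °C for the same samples; the day temperatures are 20 °C and 26 °C in both. Table 1 prints the first S1 replicate of endosperm of each temperature under embryo, and the sample names and labels place both in endosperm, where they were used. The authors quantified the single-end reads on the A17 reference transcriptome with Salmon, which shares reads that fit several transcripts among them, and deposited estimated counts per transcript without normalization. These estimated counts were rounded to whole numbers and scaled by the TMM method of edgeR, which sets the library factors so that most transcripts do not change. Each tissue was fitted on its own with 1 mean per stage and temperature, and transcripts were tested with edgeR's quasi-likelihood test. In embryo and endosperm a transcript was counted as a differentially expressed gene (DEG) when the effects of heat stress at the 4 stages, tested jointly, had an adjusted p-value below 0.01. In seed coat it was counted when the adjusted p-value at S1 or at S2 was below 0.01. The paper used ImpulseDE2 for embryo and endosperm, which was not run here, and DESeq2 for seed coat, which was run as an alternative. The choices that could change the numbers are the scaling, the filter on low counts, the test and the samples that share one fit.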

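The estimated counts summed to between 17690405 and 20084649 per library in embryo (median 18852418, n = 24), between 17864494 and 18649177 in endosperm (median 18392880, n = 16) and between 21549778 and 53776178 in seed coat (median 38443718, n = 8). These totals were between 87.1% and 95.7% of the reads that the paper lists per sample, and all values here rest on the counts. In seed coat the S2 libraries under heat stress were the shallowest, with 21549778 and 32763937 counts, against 37227801 and 45611778 at S2 under standard temperature. The share of counts taken by the 10 most abundant transcripts of a library was between 6.84% and 17.6% in endosperm and between 5.24% and 14.3% in seed coat. In embryo it had a median of 26.8% at S1 under standard temperature and of 49.4% at S1 under heat stress (n = 3 each), and the difference of the means, 22.8 percentage points, had an exact two-sided permutation p of 0.1, the smallest that 3 libraries against 3 allow. At S2 the medians were 61.6% under standard temperature and 58.7% under heat stress, so that fewer counts were left for all other transcripts in the embryo libraries of that stage.

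**Figure D1:**
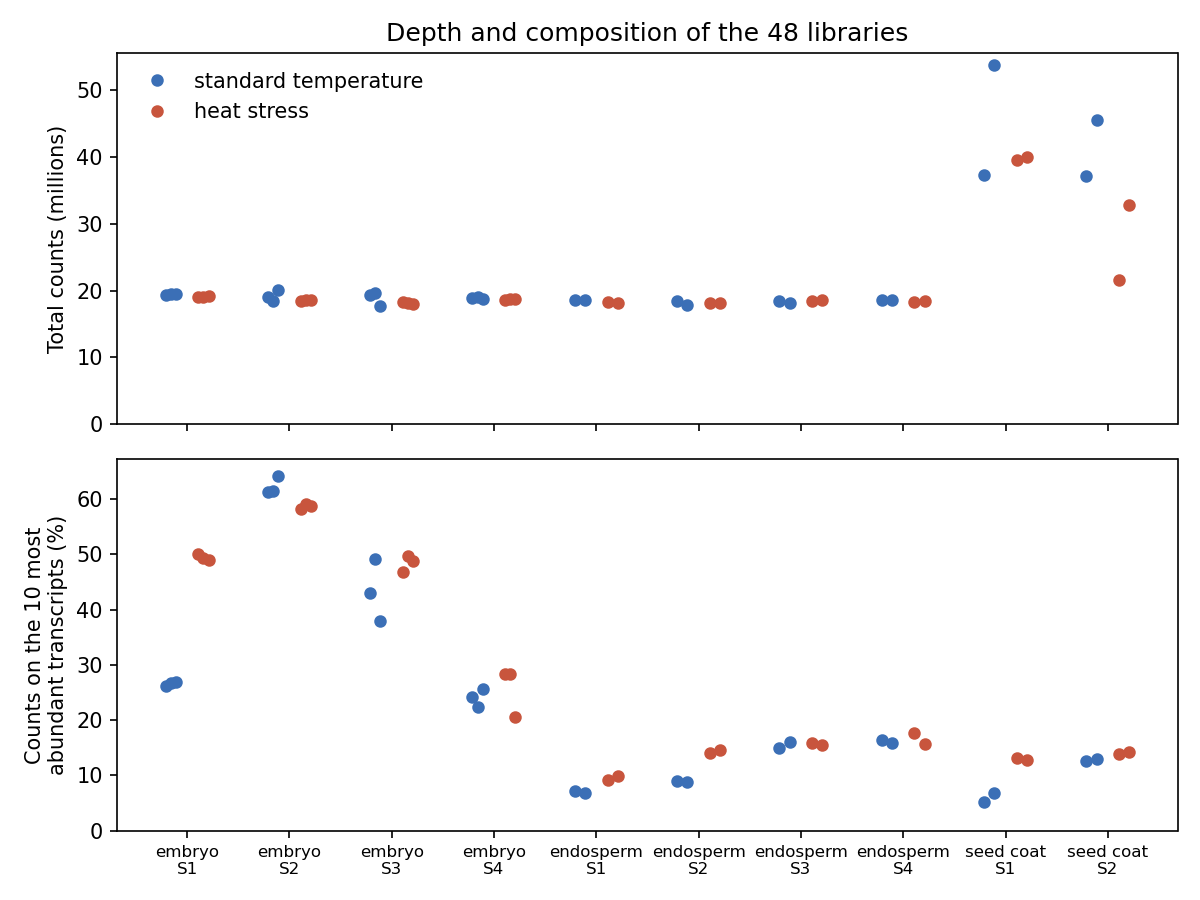
Each point is a library, with blue for standard temperature and red for heat stress, by tissue and stage; the upper panel plots the total counts on a linear axis and the lower panel the percentage of counts on the 10 most abundant transcripts. Embryo libraries at S2 lie between 58.2% and 64.2% in the lower panel, and the total counts of seed coat libraries lie between 21549778 and 53776178.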

Table 1 displays all sample names with information regarding seed tissues, treatments, developmental stages and numbers of 50 bp reads sequenced per sample. Figure S1 provides sequence quality histograms obtained from FastQC [1] and merged into a single graphic using MultiQC [2]. All 48 samples displayed Phred quality scores about 35, which corresponds to a base calling accuracy of about 99.95%. 

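The deposited table held 44473 transcripts in 48 columns of estimated counts, of which 29.7% of the nonzero values were not whole numbers. By their identifiers, 44158 transcripts lay on nuclear chromosomes, 158 on unplaced sequences, 85 on the plastid genome and 72 on the mitochondrial genome. No count was given in any sample for 2722 transcripts, while 41699 had a rounded count of at least 1 in at least 1 sample. A library detected between 23605 and 29588 transcripts in embryo, between 28642 and 32439 in endosperm and between 28624 and 31863 in seed coat, at a count of at least 1. In embryo, the libraries with most transcripts detected were replicate 3 of S3 under standard temperature, with 29588, and replicate 3 of S4 under heat stress, with 28160. The text copy of Table S1 used here holds 1999 of its lines, with 42474 left out, and its values equalled the deposited counts in the 47 columns that could be compared.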

Salmon algorithm [3] was used to map and quantify raw reads to the reference *Medicago truncatula* transcriptome version 5 and corresponding count table is provided as Table S1. 

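Clustering of the 48 samples by complete linkage of Euclidean distances on CPM, the counts scaled to one library total, placed the replicates of 16 of the 20 groups in a cluster of their own. For 43 of the 48 samples the nearest sample was a replicate of the same group, and for all 48 it was a sample of the same tissue. The groups that were split were S3 of embryo under each temperature and S4 under heat stress of embryo and of endosperm. Replicate 2 of embryo S3 under standard temperature lay nearest to a heat stress library of S3, on CPM and also on log2(CPM + 1), on TPM and by Spearman correlation. Replicate 3 of embryo S4 under heat stress lay nearest to a library of S4 under standard temperature on CPM. On log2(CPM + 1), which gives less weight to the most abundant transcripts, 18 groups formed their own cluster and 47 samples lay nearest to a replicate. A chi-square statistic per degree of freedom of the counts of each pair of replicates, which is near 1 for counting error alone, was between 1.62 (embryo S2 under heat stress, replicates 2 and 3) and 105 (seed coat S1 under standard temperature). In embryo S2 under heat stress, the median over transcripts of the chi-square was between 0.547 and 0.579. The value near 1 holds for the mean and not for this median, so the median does not show a spread below counting error. The statistic covers counting error only and treats reads as independent molecules, and all libraries were kept as separate replicates, as the paper lists them. The median standard deviation of log2 CPM between replicates was 0.34 in embryo S3 under standard temperature and 0.26 in embryo S4 under heat stress, and between 0.13 and 0.20 in the other embryo groups.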

After mapping and quantification, these 48 samples were, then, hierarchically clustered based on their dissimilarity scores to validate reproducibility of replicates (Fig. 1). 

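In embryo, 10916 of the 21992 transcripts tested were DEGs over the 4 stages by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 59.1% higher under heat stress on the mean log2 fold change. Counting only transcripts whose mean effect over the stages differed from 0 moved this number most, to 3025. Scaling by library size only gave 15243 DEGs, of which 24.0% were higher. At single stages, 5707 DEGs were found at S1 (45.2% higher), 293 at S2 (48.1%), 5128 at S3 (65.7%) and 2331 at S4 (52.0%); at S2, 3972 transcripts had an unadjusted p below 0.05. By library size only, the shares that were higher were 9.07%, 91.2%, 10.9% and 41.0%, and this scaling moved the median log2 fold change of all transcripts by -0.63, 0.26, -0.61 and 0.13. Single libraries moved these numbers. At S3, 9395 DEGs were found without replicate 2 of standard temperature, and between 2133 and 2800 without replicate 1 or 3 of standard temperature or replicate 2 or 3 of heat stress. At S4, between 751 and 1022 were found without replicate 3 of heat stress or without any of the standard temperature replicates, and at S2 between 108 and 141 without any of the heat stress replicates or replicate 2 or 3 of standard temperature. The share that was higher at S2 also depended on single libraries, with 26.6% without replicate 1 of standard temperature and 65.7% without replicate 2 of heat stress. At S3 it was 82.2% without replicate 3 of standard temperature and 82.4% without replicate 3 of heat stress. At S4 this share was 45.0% without replicate 1 of standard temperature and 58.3% without replicate 1 of heat stress. In endosperm, 11365 of 26400 transcripts tested were DEGs, with 60.8% higher, or 38.9% by library size only. Numbers of DEGs fell from S1 to S4, with 8696 at S1 (53.6% higher), 3485 at S2 (67.0%), 2728 at S3 (65.8%) and 1406 at S4 (61.5%). The shares by library size only were 37.3%, 33.1%, 38.7% and 48.9%, with median shifts of -0.16, -0.18, -0.13 and -0.04.

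**Figure D2:**
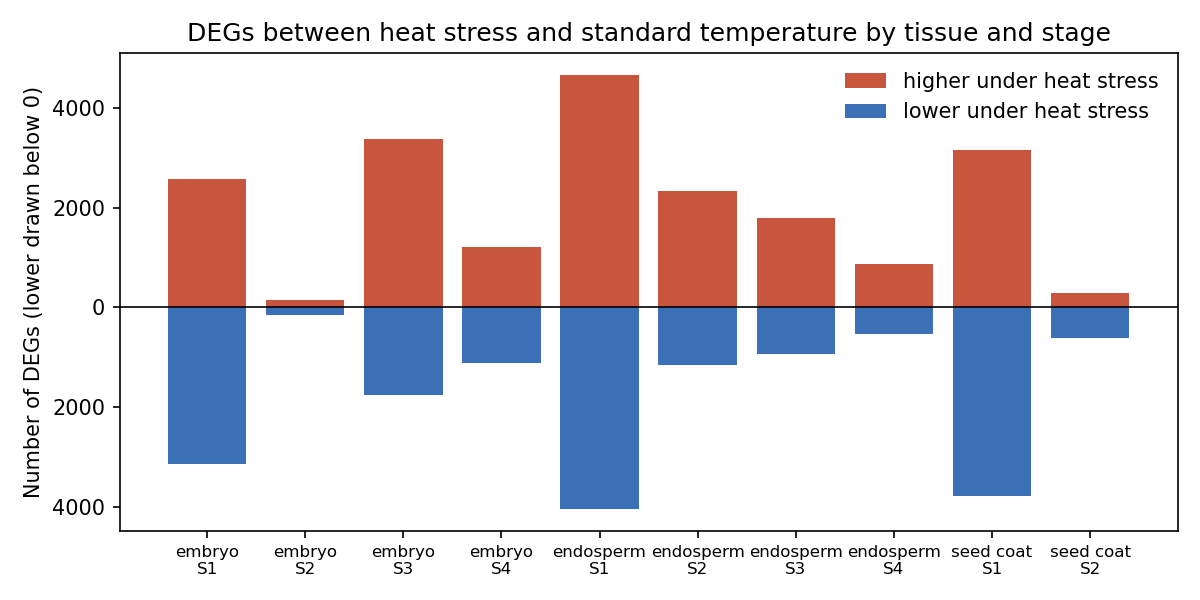
Bars show the number of DEGs between heat stress and standard temperature in each tissue and stage, with transcripts higher under heat stress above the line and those lower below it. Embryo has 293 DEGs at S2 against 5707 at S1, and endosperm has 1406 at S4 against 8696 at S1. The bars of each tissue come from a fit of all its samples. The order of the seed coat stages reversed in edgeR fits of single stages.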

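In seed coat, 7285 of 25439 transcripts tested were DEGs at S1 or S2, and 44.7% of them were higher under heat stress, or 34.2% by library size only. The test at S1 gave 6926 DEGs (45.4% higher; 34.1% by library size only, with a median shift of -0.12) and the test at S2 gave 896 (32.3% higher). Of these, 537 were found at both stages, and 436 changed in the same direction at both while 101 changed in opposite directions. When only the 4 samples of the stage entered the fit, 4154 DEGs were found at S2 and 2097 at S1, and with DESeq2 in the fit of all 8 samples 2193 were found at S2. The order of the stages thus reversed with the samples that shared the edgeR fit. With DESeq2 on only the 4 samples of a stage, chosen after seeing the data, 6006 were found at S1 and 3612 at S2. Median standard deviations of log2 CPM between replicates were 0.165 (standard temperature) and 0.118 (heat stress) at S1, and 0.103 and 0.078 at S2. The fit of all 8 samples uses the same spread for both stages of a transcript. With 2 samples per group, leaving out a library would leave its group without replication. Such numbers are therefore not given for single stages of endosperm or seed coat.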

From this count table, differentially expressed genes were identified using time-course comparisons of the four developmental stages for embryo (Table S2) and endosperm (Table S3); and using pairwise comparisons of the two developmental stages for seed coat (Table S4). Fig. 2 summarizes the differentially expressed genes (DEGs) in the three seed tissues between optimal and heat stress conditions (False Discovery Rate, FDR<1%) and highlights a common set of 975 DEGs within the three seed tissues.

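Of the DEGs of the 3 tissues, 2138 were common to all of them, 4064 were shared by embryo and endosperm alone, 1313 by embryo and seed coat alone and 1393 by endosperm and seed coat alone. A further 3401 were found only in embryo, 3770 only in endosperm and 2441 only in seed coat. Among the 20024 transcripts tested in all tissues, 1436 common DEGs would be found if the tissues were independent. The observed number was 1.49 times that. With no filter, among 33428 transcripts, it was 2.80 times the number under independence, and by library size only 1.28 times. On the mean log2 fold change, 876 of the common DEGs (41.0%) changed in the same direction in all tissues, with 482 higher and 394 lower; by library size only these were 202 and 1301. Fitting embryo and endosperm on only S1 and S2 with 2 replicates, as for seed coat, moved the common number most among the choices made in advance, to 1137. Of these, 652 (57.3%) changed in the same direction in all tissues, so that the share also depended on the stages covered. The files used here do not pair identifiers with gene names, and 4 common DEGs with the smallest adjusted p-values among those that changed in one direction are given by identifier. MtrunA17_Chr7g0271941, on chromosome 7, had a normalized CPM of 19.0 ± 0.376 (SD, n = 2) under standard temperature and 64.5 ± 1.21 (SD, n = 2) under heat stress in seed coat at S1, a log2 fold change of 1.76 (standard error 0.06, adjusted p = 1.446e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold change was 1.25 in embryo at S1 and 0.96 in endosperm at S2, but -0.41 in embryo at S4 and -0.24 in endosperm at S1, where it did not pass the threshold. MtrunA17_Chr7g0271931, whose identifier is adjacent, had a log2 fold change of 1.85 in seed coat at S1, 1.48 in embryo at S1 and 0.73 in endosperm at S2, and -0.32 in endosperm at S1; whether the 2 transcripts share reads was not tested. MtrunA17_Chr7g0219951, also on chromosome 7, was lower at S1 in every tissue. Its CPM in embryo at S1 was 107 ± 3.46 (SD, n = 3) under standard temperature and 17.0 ± 1.59 (SD, n = 3) under heat stress, a log2 fold change of -2.66 (standard error 0.17, adjusted p = 7.119e-11 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with -2.32 in endosperm and -2.21 in seed coat. At S3 of endosperm it was higher, by 1.11. MtrunA17_Chr5g0396321, on chromosome 5, had log2 fold changes of -0.93, -1.15 and -1.16 at S1 in embryo, endosperm and seed coat, and 0.07 in seed coat at S2. From the overlap of the DEGs of the 3 tissues, the paper states a common set of DEGs for these tissues.

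**Figure D3:**
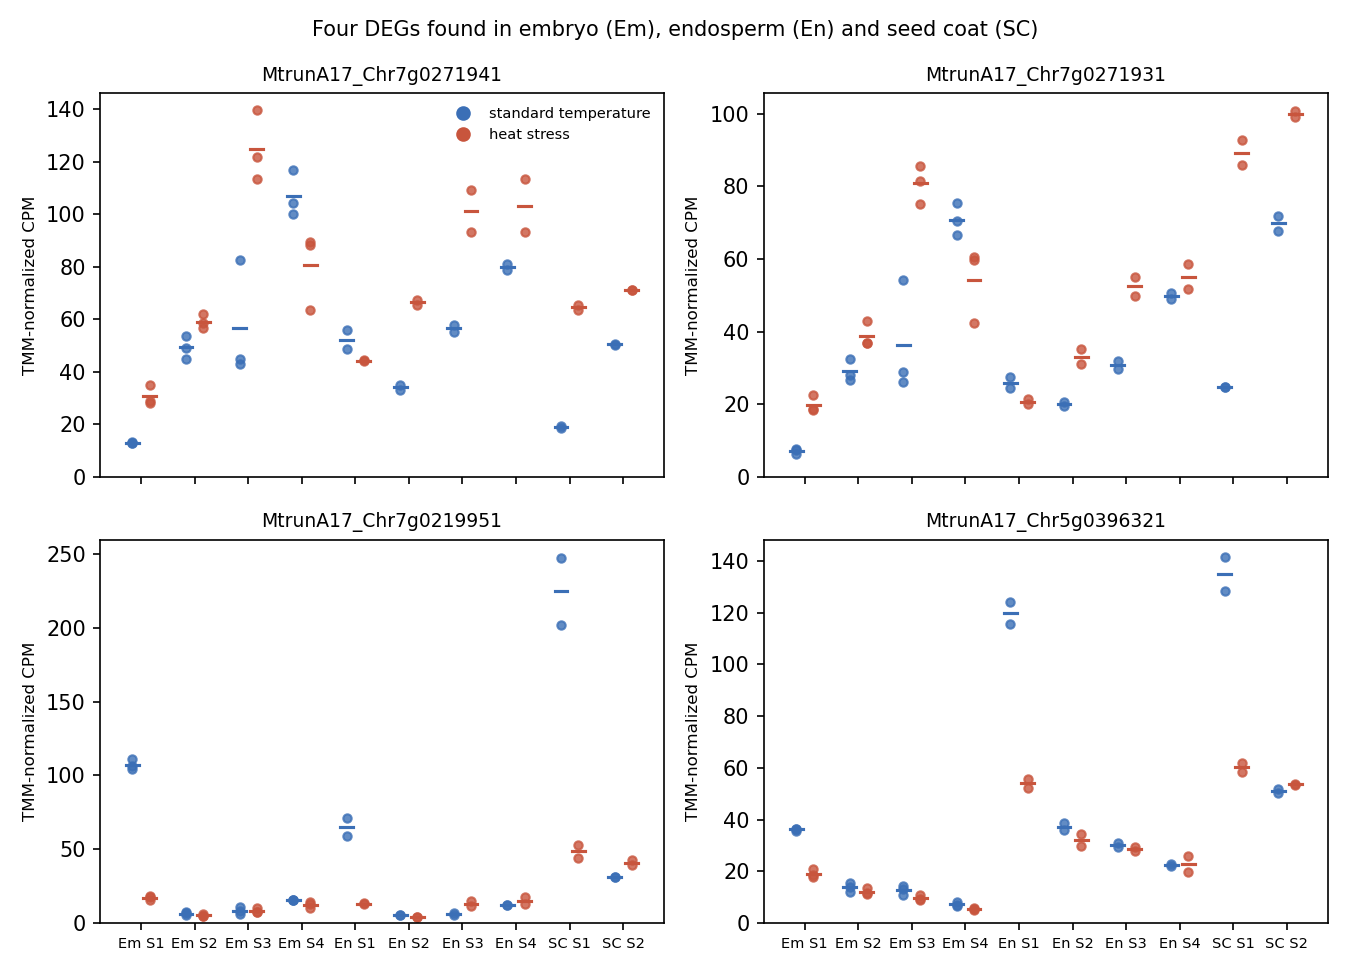
Points are the normalized CPM of single libraries and bars their group mean for 4 common DEGs, by tissue (Em, embryo; En, endosperm; SC, seed coat) and stage, with blue for standard temperature and red for heat stress. MtrunA17_Chr7g0219951 has a mean of 225 in seed coat at S1 under standard temperature and 48.4 under heat stress.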

**Table 1:** Summary of sample files with corresponding information related to seed tissues, seed developmental stages, growth conditions and numbers of cleaned 50 bp reads used for RNA-seq mapping.

Tissues	Sample	Numbers of 50 bp reads	Sample	Numbers of 50 bp reads	Stages
Embryo	R20E-17–1	20,452,270	R26E-14–1	20,822,668	S1
Embryo	R20E-17–2	20,465,064	R26E-14–2	20,786,562	S1
Embryo	R20E-17–3	20,364,545	R26E-14–3	20,718,145	S1
Embryo	R20E-26–1	20,452,569	R26E-17–1	20,666,800	S2
Embryo	R20E-26–2	20,137,018	R26E-17–2	20,704,789	S2
Embryo	R20E-26–3	21,967,973	R26E-17–3	20,753,459	S2
Embryo	R20E-36–1	22,003,911	R26E-22–1	20,717,753	S3
Embryo	R20E-36–2	22,156,003	R26E-22–2	20,786,906	S3
Embryo	R20E-36–3	20,183,128	R26E-22–3	20,644,844	S3
Embryo	R20E-44–1	20,760,225	R26E-28–1	20,649,142	S4
Embryo	R20E-44–2	20,897,210	R26E-28–2	20,749,797	S4
Embryo	R20E-44–3	20,744,207	R26E-28–3	20,778,364	S4
Embryo	R20Eo-17–1	20,677,185	R26Eo-14–1	20,303,572	S1
Endosperm	R20Eo-17–2	20,659,667	R26Eo-14–2	20,257,351	S1
Endosperm	R20Eo-26–1	20,815,605	R26Eo-17–1	20,342,065	S2
Endosperm	R20Eo-26–2	20,174,987	R26Eo-17–2	20,221,552	S2
Endosperm	R20Eo-36–1	20,332,236	R26Eo-22–1	20,288,004	S3
Endosperm	R20Eo-36–2	20,129,499	R26Eo-22–2	20,463,956	S3
Endosperm	R20Eo-44–1	20,829,827	R26Eo-28–1	20,371,220	S4
Endosperm	R20Eo-44–2	20,810,635	R26Eo-28–2	20,405,449	S4
Seed Coat	R20SC-17–1	40,072,723	R26SC-14–1	41,944,942	S1
Seed Coat	R20SC-17–2	56,846,997	R26SC-14–2	42,596,392	S1
Seed Coat	R20SC-26–1	39,483,027	R26SC-17–1	22,920,874	S2
Seed Coat	R20SC-26–2	48,482,527	R26SC-17–2	34,721,666	S2
	CONTROL CONDITION		STRESS CONDITION

**Fig. 1:**
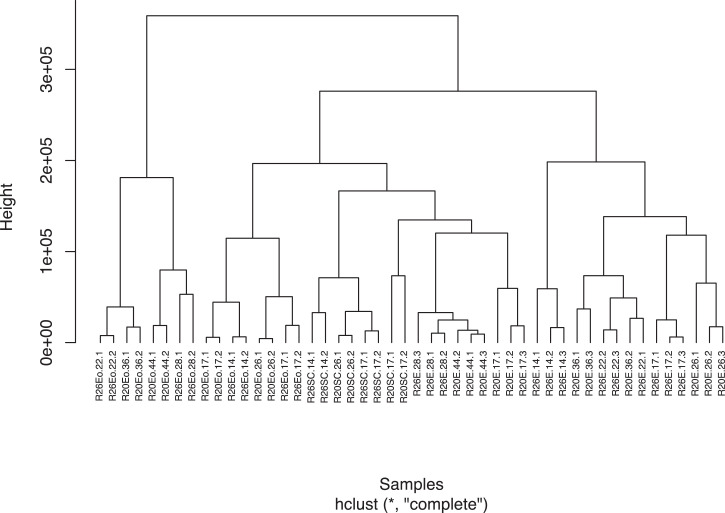
Hierarchical cluster analysis based on dissimilarity scores obtained from the TPM values of the 48 samples to validate reproducibility of replicates.

**Fig. 2:**
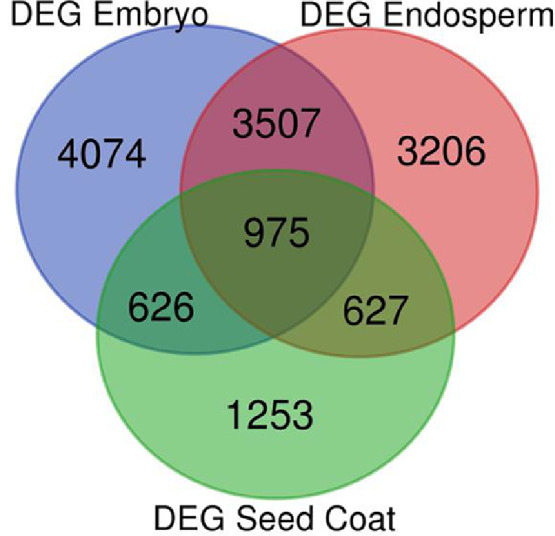
Venn diagram with differentially expressed genes (DEGs, adjusted p-values below 1%) in the three seed tissues between optimal and heat stress conditions.

## 2 Experimental Design, Materials and Methods

### 2.1 Plant growth conditions and seed tissue sampling

Medicago plants were grown under standard conditions (20 °C/18 °C, 16 h photoperiod) in growth chamber. At flowering time, half of plants were kept at same optimal conditions (20 °C/18 °C, 16 h photoperiod) and half were grown under heat stress condition (26 °C/24 °C, 16 h photoperiod). Developing and mature seeds were collected from standard and stress conditions, seed tissues were quickly dissected then immediately frozen in liquid nitrogen before RNA extraction. According to our previous study [4], four seed developmental stages were collected under standard conditions at 17 days after pollination (DAP), 26 DAP, 36DAP and 44 DAP and under heat stress conditions at corresponding developmental stages at 14 DAP, 17 DAP, 22 DAP and 28 DAP. These four developmental stages were shown to be the beginning of seed maturation and before acquisition of desiccation tolerance (S1), after the acquisition of desiccation tolerance and during seed filling (S2), at the onset of the acquisition of longevity and at the end of seed filling (S3) and mature seed (S4) according to our previous study [4].

### 2.2 RNA isolation and sequencing

Total RNAs were extracted from embryo and endosperm that were collected at four stages during seed maturation under standard and heat stress conditions. RNAs were only extracted from S1 and S2 for seed coat, as during late maturation stage seed coat is dying and does not provide good quality RNA. All RNA extractions were performed using MACHEREY-NAGEL NucleoSpin® RNA Plus kit. RNA quality was checked using a nanodrop spectrophotometer ND-1000 (NanoDrop Technologies) and a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). All samples with good qualities (260/280 and 260/230 absorbance ratio >2; RNA Integrity Number, RIN>8; 28S/18S>1.7) were sent to Beijing Genomics Institute (https://www.bgi.com) (Hong Kong) for library preparation and sequencing on BGISEQ-500 platform, generating an average of 20 M reads of 50 bp per sample.

### 2.3 RNA-seq data analyses

After quality control of fastq files using FastQC [1], high-quality reads were mapped onto the reference Medicago A17 transcriptome version 5 (https://medicago.toulouse.inra.fr/MtrunA17r5.0-ANR/downloads/1.7/MtrunA17r5.0-ANR-EGN-r1.7.fastaFiles.zip) (Table S5) [5] and transcript abundances were quantified with Salmon algorithm (version 0.14.1) [3] using the quasi-mapping mode and the ‘–validateMappings’, ‘–useVBOpt’ and ‘–seqBias’ options. Reproducibility of replicates was validated by a hierarchical cluster analysis based on dissimilarity scores obtained from the normalized raw count values of the 48 samples using the ‘cpm’, ‘dis’ and ‘hclust’ functions in R. Differentially expressed genes (DEGs) were identified by time-course comparisons of the four developmental stages of embryo and endosperm using ImpulseDE2 [6] and by pair-wise comparisons of the two developmental stages of seed coat using DESeq2 [7]. 

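Among the DEGs, many changed by little at every stage. The largest absolute log2 fold change over the stages was below 1 in 49.8% of the embryo DEGs, 50.6% of the endosperm DEGs and 44.8% of the seed coat DEGs. Its median was 1.00 in embryo, 0.98 in endosperm and 1.12 in seed coat. An additional minimum of 1 on the absolute log2 fold change left 5485, 5612 and 4017 DEGs in these tissues. An adjusted p-value below 0.05 in place of 0.01 gave 14759, 15925 and 12677.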

All transcripts with change in expression showing adjusted p-values below 1% (no fold change cutoff) were considered as differentially expressed between standard and heat stress conditions and displayed on a Venn Diagram performed from the website: http://bioinformatics.psb.ugent.be/webtools/Venn/.

## Ethics Statement

This work does not contain any studies with human or animal subjects.

## CRediT Author Statement

**Zhijuan Chen:** Investigation, Methodology, Visualization, Writing - Original draft preparation; **Benoit Ly Vu:** Methodology; **Olivier Leprince:** Conceptualization, Reviewing and Editing; **Jerome Verdier:** Supervision, Conceptualization, Data curation, Writing - Reviewing and Editing.

## Declaration of Competing Interest

The authors declare that they have no known competing financial interests or personal relationships which have or could be perceived to have influenced the work reported in this article.

# Supplementary material for: RNA sequencing data for heat stress response in isolated medicago truncatula seed tissues
**Source:** Data Brief. 2021 Jan 21;35:106726. doi: 10.1016/j.dib.2021.106726
**Supplement:** Supplementary file 6 — Figure S1: Overview of the Phred quality values across all bases at each position in the fastq files from the 48 samples obtained from FastQC and MultiQC analyses.

MultiQC Report

# Toggle navigation v1.0.dev0

- General Stats
- FastQC
  - Sequence Quality Histograms
  - Per Sequence Quality Scores
  - Per Base Sequence Content
  - Per Sequence GC Content
  - Per Base N Content
  - Sequence Length Distribution
  - Sequence Duplication Levels
  - Overrepresented sequences
  - Adapter Content

Toolbox

### MultiQC Toolbox

#### Apply Highlight Samples

+

Regex mode off
help
 Clear

#### Apply Rename Samples

+

Click here for bulk input.

Paste two columns of a tab-delimited table here (eg. from Excel).

First column should be the old name, second column the new name.

Add

Regex mode off
help
 Clear

#### Apply Show / Hide Samples

Hide matching samples

Show only matching samples

+

Regex mode off
help
 Clear

#### Export Plots

- Images
- Data

px

px

Aspect ratio

PNG
JPEG
SVG

Plot scaling

X

Download the raw data used to create the plots in this report below:

Format:

Tab-separated
Comma-separated
JSON

Note that additional data was saved in `multiqc_data` when this report was generated.

---

##### Choose Plots

 All
 None

---

   Download Plot Images

If you use plots from MultiQC in a publication or presentation, please cite:

> **MultiQC: Summarize analysis results for multiple tools and samples in a single report**  
> *Philip Ewels, Måns Magnusson, Sverker Lundin and Max Käller*  
> Bioinformatics (2016)  
> doi: 10.1093/bioinformatics/btw354  
> PMID: 27312411

#### Save Settings

You can save the toolbox settings for this report to the browser.

 Save

---

#### Load Settings

Choose a saved report profile from the dropdown box below:

[ select ]

Load
 Delete

#### About MultiQC

This report was generated using MultiQC, version 1.0.dev0

You can see a YouTube video describing how to use MultiQC reports here:
https://youtu.be/qPbIlO\_KWN0

For more information about MultiQC, including other videos and
extensive documentation, please visit http://multiqc.info

You can report bugs, suggest improvements and find the source code for MultiQC on GitHub:
https://github.com/ewels/MultiQC

MultiQC is published in Bioinformatics:

> **MultiQC: Summarize analysis results for multiple tools and samples in a single report**  
> *Philip Ewels, Måns Magnusson, Sverker Lundin and Max Käller*  
> Bioinformatics (2016)  
> doi: 10.1093/bioinformatics/btw354  
> PMID: 27312411

# 

A modular tool to aggregate results from bioinformatics analyses across many samples into a single report.

Report generated on 2020-11-03, 15:11 based on data in:
`/media/seedver/BASIS/RNA-seq/all_fastq/fastqc`

---

×
don't show again

**Welcome!** Not sure where to start?  
Watch a tutorial video
  *(6:06)*

## General Statistics

 Copy table

 Sort by highlight
Showing 48/48 rows and 3/5 columns.

| Sample Name | % Dups | % GC | Length | % Failed | M Seqs |
| --- | --- | --- | --- | --- | --- |
| R20E-17-1 | 67.0% | 44% | 50 | 20% | 20.5 |
| R20E-17-2 | 67.0% | 43% | 50 | 20% | 20.5 |
| R20E-17-3 | 67.3% | 43% | 50 | 20% | 20.4 |
| R20E-26-1 | 79.5% | 45% | 50 | 10% | 20.5 |
| R20E-26-2 | 80.5% | 45% | 50 | 10% | 20.1 |
| R20E-26-3 | 79.3% | 45% | 50 | 10% | 22.0 |
| R20E-36-1 | 67.9% | 43% | 50 | 20% | 22.0 |
| R20E-36-2 | 71.9% | 44% | 50 | 10% | 22.2 |
| R20E-36-3 | 68.0% | 43% | 50 | 20% | 20.2 |
| R20E-44-1 | 70.0% | 43% | 50 | 20% | 20.8 |
| R20E-44-2 | 70.0% | 43% | 50 | 20% | 20.9 |
| R20E-44-3 | 70.5% | 43% | 50 | 10% | 20.7 |
| R20Eo-17-1 | 51.5% | 41% | 50 | 20% | 20.7 |
| R20Eo-17-2 | 51.4% | 41% | 50 | 20% | 20.7 |
| R20Eo-26-1 | 54.5% | 41% | 50 | 20% | 20.8 |
| R20Eo-26-2 | 49.8% | 41% | 50 | 10% | 20.2 |
| R20Eo-36-1 | 58.8% | 41% | 50 | 20% | 20.3 |
| R20Eo-36-2 | 51.1% | 41% | 50 | 20% | 20.1 |
| R20Eo44-1 | 60.7% | 41% | 50 | 20% | 20.8 |
| R20Eo44-2 | 59.2% | 41% | 50 | 20% | 20.8 |
| R20SC-17-1 | 58.5% | 41% | 50 | 20% | 40.1 |
| R20SC-17-2 | 66.1% | 41% | 50 | 20% | 56.8 |
| R20SC-26-1 | 61.8% | 41% | 50 | 20% | 39.5 |
| R20SC-26-2 | 67.1% | 41% | 50 | 20% | 48.5 |
| R26E-14-1 | 72.4% | 45% | 50 | 10% | 20.8 |
| R26E-14-2 | 72.1% | 44% | 50 | 10% | 20.8 |
| R26E-14-3 | 76.2% | 44% | 50 | 10% | 20.7 |
| R26E-17-1 | 79.8% | 44% | 50 | 10% | 20.7 |
| R26E-17-2 | 80.1% | 44% | 50 | 10% | 20.7 |
| R26E-17-3 | 79.5% | 44% | 50 | 10% | 20.8 |
| R26E-22-1 | 74.8% | 43% | 50 | 10% | 20.7 |
| R26E-22-2 | 75.8% | 44% | 50 | 10% | 20.8 |
| R26E-22-3 | 76.6% | 44% | 50 | 10% | 20.6 |
| R26E-28-1 | 69.8% | 43% | 50 | 10% | 20.6 |
| R26E-28-2 | 70.3% | 43% | 50 | 10% | 20.7 |
| R26E-28-3 | 63.6% | 43% | 50 | 20% | 20.8 |
| R26Eo-14-1 | 54.3% | 41% | 50 | 20% | 20.3 |
| R26Eo-14-2 | 54.5% | 41% | 50 | 20% | 20.3 |
| R26Eo-17-1 | 58.4% | 41% | 50 | 20% | 20.3 |
| R26Eo-17-2 | 57.5% | 41% | 50 | 20% | 20.2 |
| R26Eo-22-1 | 61.5% | 41% | 50 | 20% | 20.3 |
| R26Eo-22-2 | 60.9% | 42% | 50 | 20% | 20.5 |
| R26Eo-28-1 | 60.9% | 41% | 50 | 20% | 20.4 |
| R26Eo-28-2 | 59.8% | 42% | 50 | 20% | 20.4 |
| R26SC-14-1 | 63.5% | 41% | 50 | 20% | 41.9 |
| R26SC-14-2 | 63.5% | 41% | 50 | 20% | 42.6 |
| R26SC-17-1 | 61.1% | 41% | 50 | 20% | 22.9 |
| R26SC-17-2 | 63.9% | 41% | 50 | 20% | 34.7 |

×

#### General Statistics: Columns

Uncheck the tick box to hide columns. Click and drag the handle on the left to change order.

Show All
Show None

| Sort | Visible | Group | Column | Description | ID | Scale |
| --- | --- | --- | --- | --- | --- | --- |
| || |  | FastQC | % Dups | % Duplicate Reads | `percent_duplicates` | None |
| || |  | FastQC | % GC | Average % GC Content | `percent_gc` | None |
| || |  | FastQC | Length | Average Sequence Length (bp) | `avg_sequence_length` | None |
| || |  | FastQC | % Failed | Percentage of modules failed in FastQC report (includes those not plotted here) | `percent_fails` | None |
| || |  | FastQC | M Seqs | Total Sequences (millions) | `total_sequences` | read\_count |

Close

## FastQC

FastQC is a quality control tool for high throughput sequence data, written by Simon Andrews at the Babraham Institute in Cambridge.

### Sequence Quality Histograms

The mean quality value across each base position in the read. See the FastQC help.

loading..

---

### Per Sequence Quality Scores

The number of reads with average quality scores. Shows if a subset of reads has poor quality. See the FastQC help.

loading..

---

### Per Base Sequence Content

The proportion of each base position for which each of the four normal DNA bases has been called. See the FastQC help.

Click a heatmap row to see a line plot for that dataset.

##### *rollover for sample name*

Position: -

%T: -

%C: -

%A: -

%G: -

---

### Per Sequence GC Content

The average GC content of reads. Normal random library typically have a roughly normal distribution of GC content. See the FastQC help.

Percentages
Counts

loading..

---

### Per Base N Content

The percentage of base calls at each position for which an N was called. See the FastQC help.

loading..

---

### Sequence Length Distribution

All samples have sequences of a single length (50bp).

---

### Sequence Duplication Levels

The relative level of duplication found for every sequence. 

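FastQC counts a read as a duplicate when its sequence has been seen before in the library, so both repeated amplification of one molecule and many molecules of one transcript raise the level. The paper's report gives duplicate reads of between 63.6% and 80.5% per library in embryo, between 49.8% and 61.5% in endosperm and between 58.5% and 67.1% in seed coat. Within embryo, the medians of the paper's values were highest at S2, with 79.5% under standard temperature and 79.8% under heat stress, and lowest at S1 under standard temperature, with 67.0%. In the deposited counts, the single most abundant transcript took a median of 14.6% and 12.6% of the counts of the embryo libraries at S2, and of 3.91% at S1 under standard temperature. Both measures did not go together at S3 under standard temperature, where this transcript took a median of 12.8% and the paper's median of duplicate reads was 68.0%.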

See the FastQC help.

loading..

---

### Overrepresented sequences

The total amount of overrepresented sequences found in each library. See the FastQC help for further information.

loading..

---

### Adapter Content

The cumulative percentage count of the proportion of your library which has seen each of the adapter sequences at each position. See the FastQC help. Only samples with ≥ 0.1% adapter contamination are shown.

No samples found with any adapter contamination > 0.1%

**MultiQC v1.0.dev0**
- Written by Phil Ewels,
available on GitHub.

This report uses HighCharts,
jQuery,
jQuery UI,
Bootstrap,
chroma.js,
FileSaver.js and
clipboard.js.

×

### Plot Table Data

Select Column

Select Column

Please select two table columns.

Close

×

### Regex Help

Toolbox search strings can behave as regular expressions (regexes). Click a button below to see an example of it in action. Try modifying them yourself in the text box.

`^` (start of string)
`$` (end of string)
`[]` (character choice)
`\d` (shorthand for `[0-9]`)
`\w` (shorthand for `[0-9a-zA-Z_]`)
`.` (any character)
`\.` (literal full stop)
`()` `|` (group / separator)
`*` (prev char 0 or more)
`+` (prev char 1 or more)
`?` (prev char 0 or 1)
`{}` (char num times)
`{,}` (count range)

```
samp_1
samp_1_edited
samp_2
samp_2_edited
samp_3
samp_3_edited
prepended_samp_1
tmp_samp_1_edited
tmpp_samp_1_edited
tmppp_samp_1_edited
#samp_1_edited.tmp
samp_11
samp_11111
```

See regex101.com for a more heavy duty testing suite.

Close

# Supplementary material for: RNA sequencing data for heat stress response in isolated medicago truncatula seed tissues
**Source:** Data Brief. 2021 Jan 21;35:106726. doi: 10.1016/j.dib.2021.106726
**Supplement:** Supplementary file 8

**Jerome Verdier**

**Researcher INRAE IRHS**

SEED (Seed, Epigenetics, Environment and Development) Lab

---

INRAE - Research Institute in Horticulture and Seeds (IRHS)

Batiment A - Campus du vegetal

42 rue Georges Morel

https://www6.angers-nantes.inra.fr/irhs\_eng/

Follow us: **IRHS Seed Lab**

How the deposited data were processed for this re-analysis (not part of the article)

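RNA-seq libraries of embryo, endosperm and seed coat of Medicago truncatula A17 seeds were compared between heat stress and standard temperature. The authors removed adapters and low-quality reads, quantified the reads on the reference transcriptome with Salmon in quasi-mapping mode with its sequence bias correction, and deposited estimated counts per transcript for 48 libraries, without normalization and without pooling of replicates. All columns were assigned to samples by their sample names. The estimated counts were rounded to whole numbers for the count tests; totals, CPM and shares of counts for the clustering and the depth were computed from the deposited values.

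Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with limma 3.58.1 loaded. Transcripts were kept by filterByExpr (minimum count 10, minimum total count 15, groups of stage and temperature), scaled by TMM and fitted per tissue. Adjusted p-values are from the Benjamini-Hochberg method over the transcripts tested, and an adjusted p-value below 0.01 was used as in the paper, with no minimum fold change. Joint F tests covered the 4 stage effects in embryo and endosperm, the equality of these effects between stages, and their equality between embryo and endosperm in 1 fit of all 40 libraries. Standard errors of log2 fold changes were derived from the F statistic of the contrast. DESeq2 1.42.0 was used as an alternative with its own size factors. Log2 CPM values use a prior count of 2. Clustering used the hclust function of R on CPM, as named in the paper's methods, and on TPM as named in the legend of Fig. 1, computed from the effective lengths in the deposited table.

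The design, the alternatives and the rule for the genes named were chosen before the data were examined. The alternatives were another normalization (RLE, or library size only), no filter or at least 10 counts in every sample, a replicate block, DESeq2, other thresholds and tests, a spline of DAP with 3 degrees of freedom in place of stage, fits on fewer samples, thinned seed coat counts, and leaving out each library in turn. By the rule, transcripts common to the 3 tissues and changed in one direction were ranked by their largest adjusted p-value, and the first 2 higher and 2 lower are given. The rule also picks transcripts within each tissue, which are not given, nor is the first transcript of each supplementary list, because none of the 44473 identifiers matched the gene table provided, so that no gene names were assigned. For the same reason the lists of heat shock, late embryogenesis and storage proteins were not tested. No genome was used, and Table S5 was not used here.

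The tests were tested on simulated counts, drawn from the means, library sizes and spread of the real libraries, with 200 transcripts changed by 2-fold or 4-fold at S1. In embryo 62% of them were recovered among 21466 transcripts with 1 false call, in endosperm 75% among 25865 with 7 false calls, and in seed coat 70.5% among 25005 with 1 false call. Of the 4-fold changes 82.3%, 85.2% and 85.7% were recovered, and of the 2-fold changes 35.6%, 63.0% and 55.9%. DESeq2 recovered 73%, 76% and 81% with 13, 31 and 61 false calls. The test between embryo and endosperm recovered 42.0% of 398 changed transcripts among 27128, with 4 false calls. A change that was not called is therefore not shown to be absent, in particular a 2-fold change in embryo. The simulation changed far fewer transcripts than were called in the real data. It gave a transcript the same spread in all groups and drew transcripts independently, unlike the real libraries. The shares recovered and the numbers of false calls therefore need not hold for the real tests.

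Library totals between 17690405 and 53776178 counts set the precision for single transcripts, and reads without molecular identifiers are not independent molecules. Salmon divides reads that fit several similar transcripts, so that counts of transcripts with near-identical copies are uncertain. Copies of Tables S2, S3 and S4 used here hold 1995, 1995 and 1992 lines, with 42478, 42478 and 48174 left out, and no overlap with them was tested. ImpulseDE2 was not run here.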

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

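Apart from the tests of the differences themselves, all tests in this part were chosen after the results were seen. The effect of heat stress differed between stages and between tissues when the difference itself was tested. In embryo, 9604 of 21992 transcripts had effects that differed between S1, S2, S3 and S4, and in endosperm 7161 of 26400 did, at an adjusted p-value below 0.01 by edgeR's quasi-likelihood test. Between embryo and endosperm, the effects at the 4 stages differed for 7726 of 27952 transcripts. Across the fits that each left out one embryo library, the number ranged from 7718 to 12676 in embryo.

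Temperature labels were regrouped within each stage and tissue to count other splits of the same samples. For these tests only the exchange of all labels counts as the same split, a definition set after a first draw had been seen. For embryo 1 of 100 splits, the real one, gave as many transcripts, and the next largest gave 3098. For endosperm 3 of 100 did; the 2 others, with 10449 and 8715, keep the real grouping at every stage and exchange the labels at some stages, and the largest split without this gave 5323. Among the embryo splits drawn, 0 others were of this kind. Between the tissues, 1 of 25 splits gave as many, with 1281 as the next largest. Regrouping removes the effect of heat stress itself. These splits therefore stand for no effect at all, and not for equal effects between stages or tissues, and cannot show that the effects differ. For the joint tests, where each stage's exchange leaves the count unchanged, 1 of 100 splits gave as many DEGs as the 10916 of embryo (next 4043) and 1 of 81 as the 11365 of endosperm (next 6840).

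The 10 most abundant transcripts took up to 64.2% of the counts of an embryo library. The 45 transcripts among the 10 most abundant of any embryo or endosperm library were then removed. Scaling by the remaining library size only gave 10337, 6980 and 8115 for embryo, endosperm and the difference between them. With these 45 transcripts kept, scaling by library size only gave 13850, 7364 and 10686. The abundant transcripts were therefore not the whole cause. With all libraries thinned to 7115726 counts outside their 10 most abundant transcripts, the numbers were 8360, 5150 and 5911. This argues against unequal depth as the whole cause. With a trend on transcript length removed from every library, 9092 and 7070 transcripts differed between stages in embryo and endosperm. What stays open is biological as well as technical: heat stress samples were younger than standard samples of the same stage by different numbers of days, and the progress of development was not separated from the response to heat. Reads shared between similar transcripts and batches of libraries were not tested.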

How the results depend on the processing

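The length correction, DESeq2 on only the samples of one stage of seed coat, thinned counts at single stages of seed coat, and leaving out libraries for the tests between stages, for 17 DAP and for clustering were chosen after seeing the data. Over 21 results that are counts, 124 of 144 comparisons with the alternatives listed in advance stayed within 1.5 times the value given, and 22 of 30 with the alternatives added later did. For the 4 named genes, the sign of the mean log2 fold change over the stages was the same in all 276 comparisons. The call in each tissue was the same wherever it was compared. It was not compared in the fits without an endosperm or seed coat library, which leave 1 sample in a group and say nothing about stability. The genes were picked from these same data for small adjusted p-values, so stable calls were likely from the start. Their values at single stages were not recomputed under the alternatives.

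By library size only, embryo gave 10260 DEGs at S1 (9.07% higher), 774 at S2 and 8346 at S3; this scaling also lowered the share that was higher at 17 DAP to 11.5% in embryo and 32.7% in endosperm, from 50.4% and 51.8%. With no filter, 502 DEGs were found at S2 of embryo and 1466 at S2 of seed coat. DESeq2 gave 719 (35.1% higher) and 2193 there. A minimum absolute log2 fold change of 1 left 5485, 5612 and 4017 DEGs in embryo, endosperm and seed coat by construction, and an adjusted p-value below 0.05 gave 12677 in seed coat. The mean effect over the stages gave 3025 DEGs in embryo and 7206 in endosperm, and DAP in place of stage gave 17955 and 19613; DAP compares ages at which the stages differ. On only S1 and S2 with 2 replicates, embryo had 4651 DEGs and the common set 1137, while endosperm had 12626 against 11365. On only the 4 samples of a stage, seed coat had 2097 DEGs at S1 and 4154 at S2. Of the alternatives added later, the length correction gave 462 at S2 of embryo, and DESeq2 on only the S2 samples of seed coat gave 3612 DEGs, or 3435 with no filter. With that S2 list for seed coat the common set was 1256, or 1223 with no filter, and 1386 when embryo and endosperm were also tested with DESeq2. Apart from the alternatives that change the threshold, the cause was not tested.

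Samples with the same replicate number share only a number. The correlation of their deviations from the group means was above 0.1 in 4 of 12 pairs in embryo (from -0.0948 to 0.192), in 0 of 8 in endosperm and in 0 of 4 in seed coat (lowest -0.262). With 2 replicates the deviations mirror each other, so both pairs of a stage give the same value. Its sign turns over when the replicate numbers of a group are exchanged. The value of -0.262, at S1 of seed coat, was thus the largest in size. With a replicate block, seed coat S2 had 478 DEGs against 896, and the 19 other results tested stayed within 1.5 times, for example 10360 in embryo, 10928 in endosperm, 5761 in seed coat and 1616 common DEGs.

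Across the fits that each left out one library, the number of DEGs ranged from 9483 to 13909 in embryo, and the common set from 1918 to 2540 for the embryo libraries. At single stages of embryo, the range was from 4294 to 4902 at S1, from 108 to 338 at S2, from 2133 to 9395 at S3 and from 751 to 2274 at S4, and from 8942 to 9181 at 17 DAP. The highest numbers in embryo (13909) and at S3 (9395) were reached without replicate 2 of S3 under standard temperature, and without replicates 1 and 3 of that group S3 gave 2204 and 2133. Without replicates 2 and 3 of S3 under heat stress it gave 2800 and 2754. At S4 the number fell to 751 without replicate 3 of heat stress and to 789, 757 and 1022 without replicates 1, 2 and 3 of standard temperature. At S2 it fell to 140 and 141 without replicates 2 and 3 of standard temperature and to 112, 108 and 108 without replicates 1, 2 and 3 of heat stress. The real split of the 6 libraries gave the most DEGs among 10 splits at S1, S2, S3, S4 and 17 DAP of embryo, which is 1 of 10 in each case; 10 splits cannot show more. Clustering left 17 to 18 groups in their own cluster without one embryo replicate, and 16 to 18 under the other settings. Numbers without an endosperm or seed coat library are not given, since 1 sample would remain in a group, and the gene lists were not run for lack of an annotation.

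No paired analysis was possible for the clustering because it comes from no test. At S2 of embryo, the 10 most abundant transcripts left a median of 7480542.5 counts per library for all others, against 12017596 at S1. With the S1 counts thinned to that level, 5077 DEGs were found at S1 against 5707, so that a limit set by depth on the number at S2 was not shown.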

Differences from the paper's values

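For seed coat, 7285 DEGs were found against the paper's about 3500 in Fig. 2, read by eye. Among the alternatives set before the data were examined, a minimum absolute log2 fold change of 1 gave 4017, and no other alternative closed the gap; they gave between 5575 and 12677. DESeq2 on only the 4 samples of S2, chosen after seeing the values, gave 3612, and 3435 with no filter. These leave out S1, where the same setting gave 6006 DEGs, and both stages together gave 8075. The paper does not state how S1 and S2 of seed coat were combined. The lines held of Table S4 carried S2 counts of seed coat, with 48174 lines left out. What the paper's number covers was therefore not settled.

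For the common set, 2138 DEGs were found against the paper's 975. Among the alternatives set before the data were examined, fitting embryo and endosperm on only S1 and S2 with 2 replicates gave 1137, and no other closed the gap; DESeq2 in all tissues gave 2924. With seed coat DEGs from DESeq2 on only the 4 samples of S2, chosen after seeing the values, the common set was 1256, or 1223 with no filter, and it was 1386 when embryo and endosperm were also tested with DESeq2.

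The numbers for embryo, 10916 against the paper's about 9200 in Fig. 2, read by eye, and for endosperm, 11365 against about 8300 in Fig. 2, read by eye, were within 1.5 times. The highest branch of the clustering lay at 266303 on CPM and at 358868 on TPM, against about 360000 in Fig. 1, read by eye. The paper states that the clustering shows the replicates to be reproducible. Here 16 of 20 groups formed a cluster of their own on CPM and 17 on TPM. On log2(CPM + 1) and by Spearman correlation, 18 did.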

Other observations

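Apart from the numbers repeated from above and the comparison at 17 DAP, all tests in this part were chosen after the results were seen. Embryo had 5707 DEGs at S1 and 293 at S2, and the effects of heat stress over all 4 stages differed for 9604 transcripts. With the S1 counts thinned until the total outside the 10 most abundant transcripts equalled that of S2, S1 still gave 5077 DEGs, which argues against depth. The median absolute log2 fold change of all transcripts was 0.23 at S2 and 0.46 at S1, while the median standard deviation between replicates averaged 0.17 and 0.16, which argues against a larger spread at S2. A candidate explanation is that heat stress libraries at S1 were further along the course of development than those at S2. On the axis from one standard temperature stage (0) to the next (1), with the axis and the starting point taken from different libraries, the heat stress libraries of S1 lay at 0.463 in embryo, 0.531 in endosperm and 0.585 in seed coat. Those of S2 lay at 0.153 in embryo and 0.215 in endosperm, and those of S3 at 0.226 and 0.241. The effect of heat stress was set against the standard course across transcripts, which are not independent replicates. The correlation was 0.66, 0.70 and 0.66 at S1 in the 3 tissues. In embryo and endosperm it was 0.30 and 0.27 at S2 and 0.33 and 0.27 at S3. In embryo the single values ranged from 0.64 to 0.68 at S1 and from 0.20 to 0.42 at S2. At S3 of embryo they ranged from 0.01 to 0.50. The position does not account for the number of DEGs at S3 of embryo, which was 5128 at a position close to that of S2. A response to heat that itself follows the course of development stays open, since no sample separates them.

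Deviations of the 24 embryo libraries from their group means, over 13973 transcripts, had 1 leading component with 44.8% of the variance, against at most 19.3% in 20 shuffles of the transcripts and 7.45% for the next component. Replicate 2 of S3 under standard temperature had a loading of -0.638, and replicate 3 of S4 under heat stress one of 0.416. The component followed transcript length across transcripts (Spearman rho 0.467), but with a length trend removed from every library the leading component kept 39.5%, so that length was not the whole cause. Endosperm carried over into embryo libraries was weighed with 33 transcripts enriched in endosperm, picked from these same libraries. Their median level was between 0.0411% and 0.310% of that in endosperm of the same stage and temperature, and carry-over at these shares would give 0.0231% of the variance of the deviations, which argues against it. Across the 24 libraries, the loading and the level of these transcripts, both within groups, had a Pearson r of 0.410 (permutation p = 0.0753) and a Spearman rho of 0.387 (permutation p = 0.0921), and r was 0.457 without the 2 libraries farthest from the median. Seed coat carried over into embryo libraries was not tested and stays open. RNA quality of single libraries and a mislabelled library were not tested, and no biological explanation was tested.

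Of 325 transcripts enriched in seed coat, picked from these same libraries, 169 were higher and 3 lower in endosperm under heat stress at S2, with a median log2 fold change of 1.13. At S1, 63 were higher and 47 lower (median 0.07), at S3 19 were higher and 3 lower (median 0.09), and at S4 14 were higher (median 0.70, quartiles 0.21 and 1.34). Their median level in endosperm at S2 was 1.27% of that in seed coat of the same stage and temperature under standard temperature and 2.95% under heat stress. At S1 it was 5.84% under standard temperature and 5.09% under heat stress, so the level was lower at S2 at both temperatures. At S2 the heat stress samples were younger, with 17 DAP against 26 DAP, and age was not separated from heat stress. Seed coat tissue carried over into endosperm libraries could raise these transcripts. If so, the abundant ones would stand near one share. At S2 under heat stress, the 20 most abundant lay between 1.33% and 11.3% of their seed coat level, with 0 below 25% of the median. The quartiles of all were 2.05% and 4.43% there. At S2 under standard temperature, the 20 most abundant lay between 0.254% and 6.67%, with 3 below 25% of the median. Carry-over and expression in endosperm cannot be told apart from these values. Without the 325 transcripts, 3313 of the 3485 DEGs at S2 of endosperm were left.

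Samples of one age can be compared at 17 DAP, with S2 under heat stress and S1 under standard temperature. There, 10414 DEGs were found in embryo, 13533 in endosperm and 10386 in seed coat by edgeR's quasi-likelihood test. The median absolute log2 fold change of all transcripts in embryo was 0.74, against 0.46 at S1. In the text copy of Table S4 used here, the values of 1991 of 1991 lines equalled the deposited S2 counts of seed coat for the identifier 1 line above, and 210 those of their own identifier.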
